A study of Homo sapiens with 4 samples (transcriptomic, total RNA). Its data were reported in "Integrated analysis of miRNA, gene, and pathway regulatory networks in hepatic cancer stem cells" (2015).

How the data were processed

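Gene expression was measured by RNA sequencing in 4 human hepatoma cultures. Hep3B and Huh7 are established hepatoma cell lines, grouped here as hepatocellular carcinoma cells (HCC). Hep3B-C and Huh7-C are stem-like cultures grown from them, grouped as hepatic cancer stem cells (HCSC). The groups and the parental line of each culture were taken from the sample labels. Each cell line was represented by 1 library, so each group held 2 samples that came from different parental lines.

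Libraries were prepared from total RNA and sequenced on an Illumina Genome Analyzer II. The authors removed adapters and low-quality reads, mapped what remained with NextGENe to an NCBI build of the human genome that predates GRCh38, and counted the reads of each transcript. The deposited values were whole-number read counts per gene, not normalized, with the Entrez gene ID, symbol, gene length in bases and Gene Ontology terms of each gene. The version of the aligner, the gene annotation and the treatment of reads with several matches were not stated. Reads of gene families with shared or near-identical exons can therefore have been assigned to 1 member of the family. The authors also worked with RPKM (reads scaled by gene length and library total), which the files did not hold. RPKM was recomputed here from the counts, the gene length and the total gene count.

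The files of a parental line and its HCSC line listed the same genes, 15480 for the Hep3B pair and 14807 for the Huh7 pair. Every listed gene had at least 1 count in its pair, so genes without a read in either culture of a pair were absent from its files. Of 16370 genes in either pair, 13917 were in both. In 37 genes no symbol was given, and some symbols of the septin and MARCH families had been turned into calendar dates, so genes were joined by ID. Total gene counts were 2896418 in Hep3B, 4641927 in Hep3B-C, 4537510 in Huh7 and 4333808 in Huh7-C. A gene with 3 counts stood at 1.04, 0.65, 0.66 and 0.69 CPM (counts scaled to the library total) in the same order, which was taken as the smallest level each library could show.

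Each HCSC line was compared with its parental line gene by gene with the Audic-Claverie test, a Poisson-based test of a pair of counts given their library totals, with the tail probability doubled. This is the kind of test the study used, with its thresholds. Genes were called at a Benjamini-Hochberg FDR of at most 0.01 and an absolute log2 fold-change of at least 1. Fold-changes were ratios of counts per total gene count (HCSC/HCC) with 0.5 added to each count, and standard errors (SE) were those of Poisson counts. With 1 library per cell line the test covers sampling noise only. Variation between cultures or library preparations was not measured, and no call had a replicate check.

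Calls of the pairs were intersected, and the overlap was compared with that of independent calls by Fisher's exact test across the 13917 shared genes, which are not independent replicates. Fold-changes of the pairs were correlated across genes with at least 10 counts in each pair. HCSC and HCC were also compared over all 4 samples with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, filterByExpr), with the parental line as a block, which left 1 residual degree of freedom. Genes absent from the files of 1 pair were taken as 0 counts in that fit, and the FDR was adjusted over 11691 genes. Analyses were run in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3) and R 4.3.3.

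Genes named in the text followed a written rule. The first 12 were the stem cell markers PROM1, THY1 and EPCAM, and 9 genes that the study discusses. Not all of these are reported here. To these were added the 5 up- and 5 down-regulated genes with the largest change in the less changed line, among genes called alike in both lines with at least 50 counts in at least 1 sample of each pair. Genes called by edgeR were named as well. Gene sets (mevalonate and cholesterol synthesis, hypoxia response, hepatocyte, cell cycle, epithelial, mesenchymal, housekeeping) were summarised as the median log2 fold-change of members with at least 10 counts in each pair. Each set was compared with 2000 random sets of genes matched on expression in 50 bins. Gene Ontology process terms with at least 10 genes were tested with Fisher's exact test and Benjamini-Hochberg adjustment over 562 terms.

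Gene positions and GC content came from GENCODE release 29 (GRCh38), joined by Entrez ID, with GC content taken over 1 transcript per gene. These are annotation only, since the reads were aligned to an older build, for which no reference was at hand. GC content was available for 99.2% of the Hep3B pair's genes and 99.3% of the Huh7 pair's genes that entered the check.

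The sample groups, the tests, the gene rule and most alternatives were fixed before the count files were opened. The alternatives were TMM or DESeq2 1.42.0 size factors, count filters, an RPKM fold-change with 0.001 in place of 0, an exact binomial test, an assumed biological coefficient of variation (BCV) of 0.1 or 0.4, and a log2 fold-change of at least 2. For edgeR they were no block, DESeq2, total count normalization, no filter, an FDR of 0.05, and leaving out each sample in turn. Removal of the gene length trend (medians of 20 length bins), removal of GC and length trends together, counts drawn down to the depth of Hep3B, and calls by fold-change alone were added after the data had been seen.

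The pair test was tested on simulated Poisson counts with 200 genes changed 4-fold, drawn only from genes above a count minimum. Recovery of genes with few counts was not tested. Without a trend it recovered 99.5% of them in the Hep3B design, with 2 false calls. A simulated dependence on GC content and length gave 3543 false calls there, and 13 once both trends had been removed. The simulated GC content was drawn at random, unrelated to length or expression, and the trends were additive, as the correction assumes. The 13 therefore do not show how well the correction works on these data. The edgeR fit recovered 98% of 200 changed genes, also above a count minimum, at a simulated BCV of 0.2, with 3 wrong calls among 199. The common BCV of the data was 0.514 with the block, so this does not give the power reached here.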

Results

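The data covered the transcriptomes of 2 HCSC lines (Hep3B-C and Huh7-C) and the 2 HCC lines from which they were derived (Hep3B and Huh7), as read counts per gene. There was 1 library per cell line. Counts on genes were lowest in Hep3B, at 2896418, against 4641927 in Hep3B-C, 4537510 in Huh7 and 4333808 in Huh7-C. Genes with at least 10 counts numbered 11368 in Hep3B, 10971 in Hep3B-C, 11132 in Huh7 and 10999 in Huh7-C. The most abundant transcript was ALB in Hep3B (1.95% of counts) and SERPINA1 in Hep3B-C (2.69%), Huh7 (4.05%) and Huh7-C (1.73%). The 20 most abundant genes held between 12.8% and 17.6% of the counts of a library.

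Profiles were first compared across genes as log2(CPM + 1). Huh7 and Huh7-C had the highest correlation (Pearson 0.9703, Spearman 0.9638). Hep3B-C correlated almost equally with Hep3B (Pearson 0.8742, Spearman 0.8712) and with Huh7-C (Pearson 0.8737, Spearman 0.8602). Hep3B had lower coefficients with Huh7 (Pearson 0.8111) and with Huh7-C (Pearson 0.821). These are correlations across genes, which are not independent replicates. Each line was a single library, so culture, library preparation and group cannot be told apart within a pair.

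To identify genes altered in HCSCs, each HCSC line was compared with the line it came from. Of 15480 genes tested in the Hep3B pair, 2043 (13.2%) were called up in Hep3B-C and 4708 (30.4%) were called down. Of 14807 genes tested in the Huh7 pair, 620 (4.2%) were called up in Huh7-C and 614 (4.1%) were called down. The median log2 fold-change over genes with at least 20 counts was -0.553 in Hep3B-C and 0.059 in Huh7-C. These calls exceed Poisson sampling noise, and there was no replicate against which to compare them. The choice that moved them most was the assumed spread between replicates. At a BCV of 0.4, 62 up- and 169 down-regulated genes remained in Hep3B-C, and 13 up- and 12 down-regulated genes in Huh7-C. The choice of library size also changed the balance in Hep3B-C, where TMM gave 3348 up- and 2799 down-regulated genes.

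**Figure D1:**
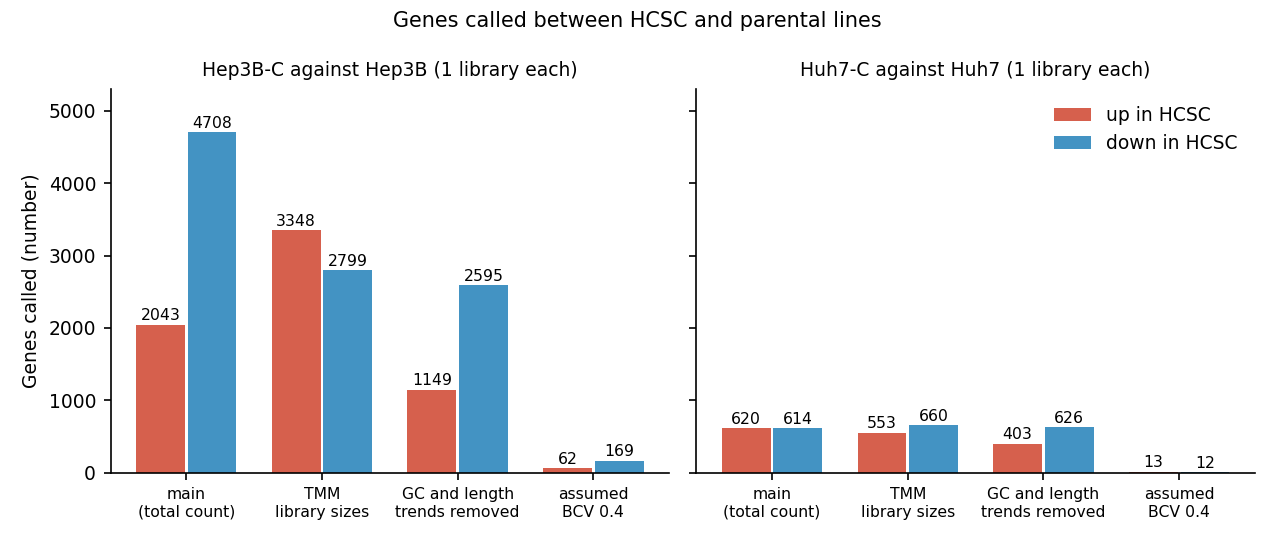
Bars show the number of genes called up or down in each HCSC line against its parental line (1 library each, vertical axis from 0) with the main setting, TMM library sizes, GC and length trends removed, and an assumed BCV of 0.4. The main setting gave 2043 up and 4708 down in Hep3B-C against 620 and 614 in Huh7-C.

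Genes changed alike in both lines were selected next. In total, 79 genes were up-regulated and 208 down-regulated in both HCSC lines, while 341 genes were called in opposite directions. Independent calls would share 85.4 up-regulated genes, so the observed 79 did not differ from that number (Fisher's exact p = 0.47, Benjamini-Hochberg 0.47). For down-regulated genes, 189.1 were expected and 208 found (Fisher's exact p = 0.094, adjusted 0.19). Of the opposite calls, 74 were up in Hep3B-C and down in Huh7-C, against 82.7 expected (Fisher's exact p = 0.33, adjusted 0.44). The other 267 were down in Hep3B-C and up in Huh7-C, against 195.2 expected (Fisher's exact p = 4.9e-10, adjusted 2e-09). These 4 overlaps formed 1 family of tests. A BCV of 0.4 lowered the shared calls to 2 up and 2 down, and the opposite calls to 1. The comparison with independent calls depended on the processing. With TMM, 107 genes were up in both against 124.6 expected, and 160 down in both against 120.3. Removal of GC and length trends, chosen after the data had been seen, moved observed against expected further than TMM did. Removal of the length trend alone, also chosen then, did so only for genes up in both. With the length trend removed, 77 genes were up in both against 48.3 expected, and 220 down in both against 166.3. With both trends removed these were 62 against 30.3 and 195 against 103.9.

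Fold-changes of the pairs were close to uncorrelated across 11151 genes (Pearson 0.022, Spearman -0.039, bootstrap interval of Spearman from -0.057 to -0.02 over genes). Removal of the GC and length trends, an alternative chosen after the data had been seen, shifted the Spearman coefficient furthest, to 0.131.

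Fold-changes were also examined by GC content and gene length, since either can differ between libraries. In Hep3B-C the log2 fold-change rose with GC content across genes (Spearman 0.616) and fell with gene length (Spearman -0.433). Among the 1418 genes of lowest GC content (31.1% to 39.0%) the median log2 fold-change was -1.63, with 75.7% of genes called down and 0.4% called up. Among the 1418 genes of highest GC content (60.6% to 73.9%) it was 1.04, with 48.7% up and 7.2% down. Down-regulated genes had a median length of 3893 bases and up-regulated genes 2036 bases. In Huh7-C the relation to GC content was weak (Spearman -0.058), and the relation to length had the opposite sign (Spearman 0.315). Median lengths there were 4744 bases for up- and 2415 bases for down-regulated genes. With both trends removed, 1149 up- and 2595 down-regulated genes were called in Hep3B-C, and 403 and 626 in Huh7-C.

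**Figure D2:**
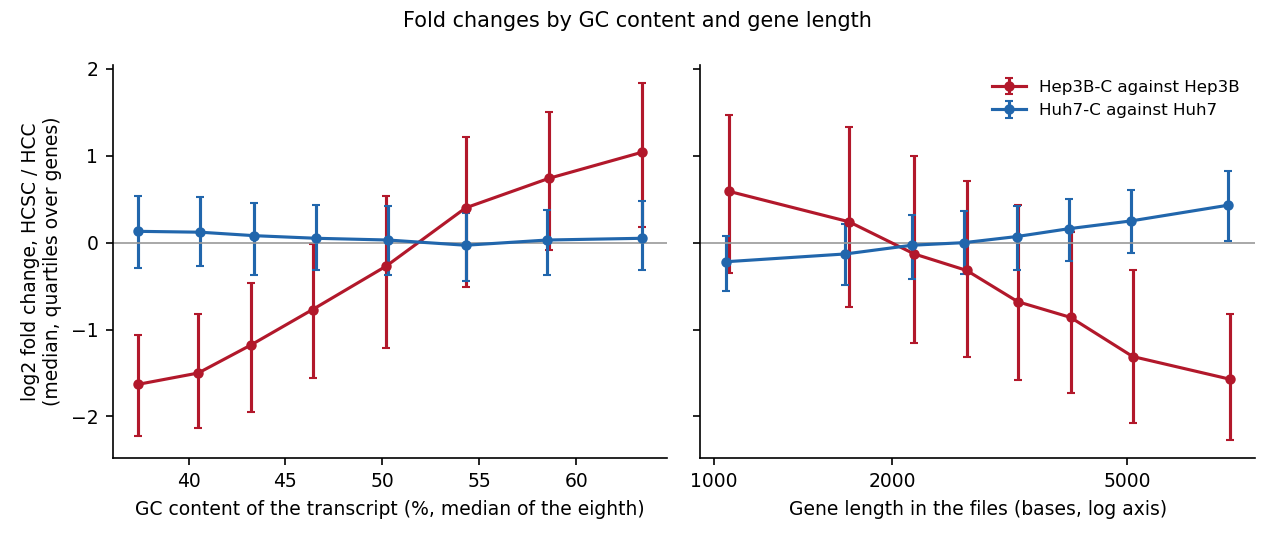
Points are median log2 fold-changes (HCSC/HCC) of genes in 8 equal bins of transcript GC content (left, percent) or gene length (right, bases, log axis), and bars span the quartiles over genes. Medians in Hep3B-C run from -1.63 to 1.04 with GC content and from 0.59 to -1.57 with length, while those in Huh7-C run from 0.13 to 0.05 and from -0.22 to 0.43.

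Markers of hepatic cancer stem cells were examined individually. PROM1 (CD133; Entrez 8842; GRCh38 chromosome 4, 15963076 to 16084378, minus strand) was down-regulated in Hep3B-C, from 1076 to 361 counts (log2 fold-change -2.25, SE 0.09, FDR 1.1e-171). In Huh7-C it went from 114 to 88 counts, a change within sampling noise (log2 fold-change -0.31, SE 0.2, FDR 0.27). EPCAM (Entrez 4072; chromosome 2, 47345158 to 47387601, plus strand) was down-regulated in Hep3B-C, from 1489 to 820 counts (log2 fold-change -1.54, SE 0.06, FDR 1.9e-139). Its counts of 196 in Huh7 and 211 in Huh7-C did not differ beyond sampling noise (log2 fold-change 0.17, SE 0.14, FDR 0.44). THY1 (CD90; Entrez 7070) had 0 counts in 3 libraries and 1 in Huh7-C, so a change was not detectable at this depth. Removal of GC and length trends moved PROM1 in Hep3B-C furthest, to -1.16, and TMM put EPCAM there at -0.95, no longer past the threshold of 1.

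Among the enzymes of terpenoid and ketone body synthesis that the study discusses, HMGCS1 (Entrez 3157; chromosome 5, 43289395 to 43313512, minus strand) was up-regulated in both HCSC lines. It rose from 49.67 to 185.6 RPKM in Hep3B-C (505 to 3024 counts, log2 fold-change 1.9, SE 0.07, FDR 2.1e-217) and from 23.17 to 80.14 RPKM in Huh7-C (369 to 1219 counts, log2 fold-change 1.79, SE 0.09, FDR 1.7e-112). It did not pass the FDR threshold in edgeR over both lines (log2 fold-change 2.02, adjusted p 1.0). The correction for GC content and length raised its log2 fold-change in Hep3B-C to 3.2.

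Genes that the study links to invasion and MAPK signaling were less uniform. CXCL12 (Entrez 6387; chromosome 10, 44370165 to 44386493, minus strand) was down-regulated in both lines, from 319 to 134 counts in Hep3B-C (log2 fold-change -1.93, SE 0.15) and from 992 to 15 counts in Huh7-C (log2 fold-change -5.93, SE 0.37). EFNA1 (Entrez 1942; chromosome 1, 155127460 to 155134857, plus strand) was down-regulated in both as well (log2 fold-change -2.22, SE 0.16, and -1.91, SE 0.21). IL8 (CXCL8; Entrez 3576) fell from 151 to 0 counts in Hep3B-C, while 26 counts in Huh7 and 12 in Huh7-C did not pass the threshold (FDR 0.089). PDGFRA (Entrez 5156) fell from 70 to 5 counts in Hep3B-C (log2 fold-change -4.36, SE 0.64). PRLR (Entrez 5618) went from 176 to 97 counts (log2 fold-change -1.54, SE 0.18). Each of the latter pair had 1 count in Huh7 and 0 in Huh7-C, too few to show a change. CHP2 (Entrez 63928) had 16 and 3 counts in the Hep3B pair (FDR 0.00011) and 3 and 1 in the Huh7 pair (FDR 0.62). The largest shift was that of IL8 in Hep3B-C, from -8.92 to -5.64 with 5 added to each count, and PRLR changed sign there, to 0.65 after removal of GC and length trends.

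Shared changes were ranked by the less changed line, among genes with at least 50 counts in at least 1 sample of each pair. Within that limit, the largest up-regulation shared by both lines was that of UGT1A1, CLDN4, AGR2, MUC13 and SFN. UGT1A1 (Entrez 54658; chromosome 2, 233760248 to 233773299, plus strand) had 2 counts in each HCC line, 279 in Hep3B-C and 651 in Huh7-C. It shares exons with the other UGT1A genes, so its assignment within that family is uncertain. CLDN4 (Entrez 1364; chromosome 7, 73799542 to 73832693, plus strand) rose from 0 to 58 and from 5 to 179 counts. AGR2 (Entrez 10551) rose from 2 to 590 counts in Hep3B-C and from 575 to 3874 in Huh7-C. Log2 fold-changes of MUC13 were 3.04 (SE 0.59) and 2.58 (SE 0.12), and those of SFN 3.57 (SE 0.63) and 2.54 (SE 0.35). Within the same limit, the largest shared down-regulation was that of LOC553137, PPARGC1A, HABP2, HULC and ABLIM3. UCA1 (log2 fold-change -6.41 and -6.76) fell more in its less changed line. It had 26 and 0 counts in the Hep3B pair, under the limit. HABP2 (Entrez 3026; chromosome 10, 113550837 to 113589602, plus strand) fell from 253 to 41 and from 2805 to 251 counts (log2 fold-change -3.29, SE 0.24, and -3.41, SE 0.09). PPARGC1A (Entrez 10891) fell from 109 to 11 and from 127 to 0 counts. LOC553137 fell from 185 to 10 and from 163 to 9 counts, HULC from 194 to 33 and from 76 to 0, and ABLIM3 from 120 to 28 and from 148 to 4. All 10 ranked genes kept their direction under the alternatives run for single genes. These were TMM, 5 added to each count, the length trend removed, and GC and length trends removed. With 5 added to each count, the log2 fold-change of PPARGC1A in Huh7-C went from -7.93 to -4.66, the largest shift among them, since it had 0 counts in that line.

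A joint test over both lines asked which genes differ between HCSC and HCC by more than that difference varies between the pairs. With the parental line as a block, edgeR called 2 up- and 1 down-regulated gene among 11691. These were UGT1A1 (log2 fold-change 7.56, adjusted p 5.5e-06), CLDN4 (5.74, adjusted p 0.0049) and the long noncoding RNA UCA1 (-6.92, adjusted p 0.00044). UCA1 (Entrez 652995; chromosome 19, 15828206 to 15836326, plus strand) fell from 26 to 0 counts in Hep3B-C and from 3790 to 33 in Huh7-C. The pairing by parental line is taken from the labels. Deviations of Hep3B and Hep3B-C from their group means were correlated across genes (Pearson 0.625), and without the replicate block no gene passed (0 up and 0 down). The common BCV was 0.514 with the block and 0.754 without it. The correction for GC content and length moved this result most, to 18 up- and 26 down-regulated genes, with a BCV of 0.393.

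Gene sets were compared as medians over their members. The 20 genes of mevalonate and cholesterol synthesis had a median log2 fold-change of 2.11 in Hep3B-C (19 of 20 up) and 0.66 in Huh7-C (18 of 20 up). Of 2000 random sets matched on expression, none had medians as far from 0 in both lines, which gives the smallest p such draws allow (0.0005 by permutation, adjusted 0.0007 over 7 sets). The 18 hypoxia response genes had medians of -2.61 (1 of 18 up) and -0.23 (5 of 18 up), with the same permutation p of 0.0005. For the hypoxia set the median in Huh7-C alone was less extreme among random sets (permutation p 0.026), and that in Hep3B-C alone gave 0.0005. Among Gene Ontology terms, isoprenoid biosynthesis held 5 of the genes up in both lines out of 14 (adjusted p 1.7e-05) and cholesterol biosynthesis 5 of 22 (adjusted p 0.00011). Response to hypoxia held 9 of the genes down in both lines out of 75 (adjusted p 0.0048). Genes are not independent replicates, and these tests do not replace replicate cultures. TMM library sizes moved both sets most, to medians of 2.7 and -2.02 in Hep3B-C.

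**Figure D3:**
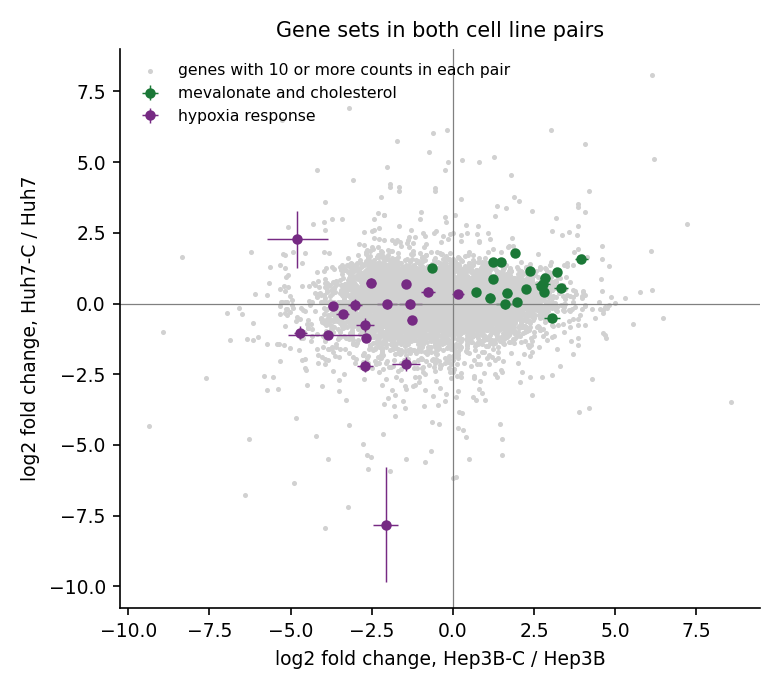
Each point is a gene, with its log2 fold-change in Hep3B-C against Hep3B on the horizontal axis and in Huh7-C against Huh7 on the vertical axis. Bars on the set genes are SE of Poisson counts, grey points are the 11151 genes with at least 10 counts in each pair, and the mevalonate and cholesterol genes lie to the right of 0 in all but 1 of 20 cases.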

Values the study reported

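The study listed total RNA reads of 6116344 for Hep3B, 5762058 for Hep3B-C, 5998659 for Huh7 and 5886142 for Huh7-C. It reported 1928 (13.0%) up-regulated and 4264 (28.8%) down-regulated genes in Hep3B-C against Hep3B. For Huh7-C against Huh7 it gave 1933 (13.1%) genes up and 1935 (13.1%) down. Genes changed in the same direction in both HCSC lines numbered 115 up and 402 down.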

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

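The Spearman correlation of the log2 fold-change with GC content across genes was 0.616 in Hep3B-C and -0.058 in Huh7-C, a difference of 0.674. The item was flagged because the cell lines differ in sign; the difference itself was not tested against replicates, of which there are none. Expression level was tested first. In Hep3B-C all 5 of the 5 count bins kept a correlation of 0.2 or more in size, from 0.477 to 0.673. A fault of a single library was tested next, as a prediction written after related values had been seen. Against the mean of Huh7 and Huh7-C, Hep3B had a correlation with GC content of -0.352 and Hep3B-C one of 0.26. Both thus departed from the Huh7 pair, in opposite directions. Since that reference is another cell line, a difference between the lines could shift both values. The comparison therefore cannot exclude a fault of a single library. A difference between the library preparations or sequencing of Hep3B and Hep3B-C is a candidate explanation. A true change of GC-rich transcripts in Hep3B-C cannot be separated from it, since each line had 1 library.

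The correlation with gene length was flagged in the same way, at -0.433 in Hep3B-C and 0.315 in Huh7-C (difference -0.748, untested). In Hep3B-C, length remained related to the fold-change given GC content (partial Spearman -0.39) and within all 5 of the bins by expression level. In Huh7-C the partial coefficient was 0.31. Coefficients within bins there ran from 0.147 to 0.43, the lowest under the 0.2 used as a cutoff. The log2 ratio of Hep3B to Huh7 also depended on length (Spearman 0.41), while that of Hep3B-C to Huh7-C did so less (-0.115). The Hep3B library may therefore be the one that favoured long genes. It also had the fewest counts on genes, although the study listed the most total reads for it. The ratio of Hep3B to Huh7 spans different cell lines, so a difference between the lines cannot be excluded. The dependence in Huh7-C against Huh7 is not explained by Hep3B. RNA integrity or fragmentation was not measured in these files, and no biological explanation was tested.

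In total, 341 genes were called in opposite directions in the 2 lines. Difference in direction was the reason for the flag, and the difference was not tested gene by gene. Removal of the length trend lowered the number to 175, and removal of GC and length trends to 109, against 114.2 that independent calls would give. Most of the excess of opposite calls is thus a candidate artifact of the length and GC trends.

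EPCAM fell in Hep3B-C and did not change detectably in Huh7-C, with a difference in log2 fold-change of -1.71 (Hep3B-C minus Huh7-C, untested). The fold-changes in Hep3B-C and Huh7-C were -1.58 and 0.36 with the GC and length trends removed. The net correction of EPCAM in Hep3B-C was small, so this says little about the trends. With the length trend alone removed the value in Hep3B-C was -2.2. TMM library sizes gave -0.95 in Hep3B-C, which means that its size depends on the normalization. The value in Huh7-C was within sampling noise, so opposite directions are not shown.

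Medians of 5 of 7 gene sets had opposite signs in the HCSC lines (untested). Hep3B-C minus Huh7-C was 1.65 for the hepatocyte set, -0.75 for the cell cycle set, -1.29 for the mesenchymal set, -2.1 for the epithelial set and 0.63 for the housekeeping set. The median of the housekeeping genes was 0.62 in Hep3B-C and -0.01 in Huh7-C. The value in Hep3B-C was not unusual among random sets (permutation p 0.26). The median over all genes with at least 20 counts there was -0.553. The housekeeping median therefore does not show a shift of the pair. In a test of GC content written after the medians had been seen, 3 of the 5 sets kept opposite signs with the GC and length trends removed. These were the hepatocyte set (0.35 and -0.86), the cell cycle set (-0.09 and 0.46) and the epithelial set (-0.96 and 0.39). Under TMM the cell cycle median in Hep3B-C was 0.29, the same sign as in Huh7-C. With the length trend alone removed, the hepatocyte medians also had the same sign (-0.02 and -0.81). In Hep3B-C alone the medians of the hepatocyte and cell cycle sets were not unusual among random sets (permutation p 0.15 for each), while that of the epithelial set was (0.0015). In Huh7-C alone the order was the opposite, with permutation p 0.0005 for the hepatocyte, 0.004 for the cell cycle and 0.034 for the epithelial set. Both medians together gave 0.0005 for each of these sets, the smallest p the draws allow. A difference between the cell lines may remain in these sets, but a single library per line cannot separate it from library differences.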

How the results depend on the processing

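Removal of the length trend, removal of GC and length trends, equal depth and calls by fold-change alone were chosen after seeing the data. Calls per pair and their overlaps stayed within 1.5 times of the main count with a filter of 10 counts, RPKM fold-changes, the exact binomial test, a BCV of 0.1 and equal depth.

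TMM gave 3348 up and 2799 down in Hep3B-C, and DESeq2 size factors 3549 and 2553. Both methods take most genes as unchanged, which moves the centre of the Hep3B-C fold-changes. The DESeq2 library sizes came out equal within each pair (3666737 for Hep3B and for Hep3B-C). That setting therefore compared the counts of a pair without scaling them to their totals. A BCV of 0.4 left 62 up and 169 down in Hep3B-C, 13 and 12 in Huh7-C, 2 up in both, 2 down in both and 1 opposite. That setting stands in for the unmeasured spread between cultures. A log2 fold-change of at least 2 left 688 and 2245 in Hep3B-C, 138 and 217 in Huh7-C, 15 up in both, 52 down in both and 35 opposite.

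With GC and length trends removed, Hep3B-C had 1149 up and 2595 down, Huh7-C had 403 up, and 109 genes were opposite; with the length trend alone removed, 175 were opposite. Fold-change alone called 1937 up and 1933 down in Huh7-C, 291 up in both, 886 down in both and 1165 opposite, since it admits genes with few counts.

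The correlation of fold-changes was -0.088 with at least 100 counts, 0.118 with the length trend removed and 0.131 with GC and length trends removed.

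The edgeR calls (2 up, 1 down) became 0 and 0 without the replicate block. At an FDR of 0.05 they were 4 and 5, with the length trend removed 5 and 7, and with GC and length trends removed 18 and 26. Down-regulated genes numbered 3 with DESeq2, 2 with total count normalization and 5 without a filter. Fits that each left out 1 sample, without the block, gave from 0 to 1 up and from 0 to 0 down. With 1 residual degree of freedom these counts are fragile.

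Of 180 rows for named genes, 176 kept their direction and 3 were weaker, called changes that fell under a log2 fold-change of 1. Sizes still moved within the 176, as for IL8 in Hep3B-C, from -8.92 to -5.64 with 5 added to each count. PRLR in Hep3B-C reversed, to 0.65 with GC and length trends removed; its long transcript lies where that correction is large. Of 56 rows for gene set medians, 50 kept their sign, some with a changed size, and 6 reversed. These were -0.02 (0.72 in the main setting) for the hepatocyte set in Hep3B-C (length trend removed), 0.29 (main -0.3) for the cell cycle set in Hep3B-C (TMM), -0.07 and -0.05 for the mesenchymal set and 0.09 and 0.06 for the housekeeping set in Huh7-C (length, then GC and length). The planned sum over rows of a repeated symbol was not applicable, as no symbol was repeated. Depth limits rare genes: with 0 counts in Huh7-C, 9 counts in Huh7 were needed to reach the FDR.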

Other observations

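More genes were called in Hep3B-C than in Huh7-C, at a ratio of 5.47. The lower count on genes of Hep3B was tested by drawing every library down to it, and the ratio was then 5.91. GC content was tested by removing its trend together with that of length, which lowered the ratio to 3.64, above the 1.5 set for it. The correlation of fold-changes with gene length (-0.433) was past the 0.2 written beforehand, but a correlation does not test the ratio of calls. With the length trend removed the ratio was 5.59, so length alone does not account for the excess. Contamination of Hep3B-C with Huh7 cells was tested with 32 genes found in Huh7 and Huh7-C but not Hep3B. Their median level in Hep3B-C was 0.0% of that in Huh7, and 17 of them had no count. A mislabelled sample was predicted to correlate better with the Huh7 pair. Hep3B-C correlated best with Hep3B, but only by 0.011 (Spearman), a margin judged too small to decide; the cutoff of 0.05 for that was set after the values had been seen. In favour of the Hep3B origin, 69 of 71 genes seen in Hep3B and neither Huh7 nor Huh7-C were detected in Hep3B-C, at a median of 30.81% of the Hep3B level. The line-specific genes speak against a mislabelled sample, although the correlation test written for it did not decide, and by that test alone the pattern cannot be told apart from one. A difference between libraries cannot be excluded either, with 1 library per line.

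Down-regulated genes outnumbered up-regulated genes in Hep3B-C at a ratio of 2.3. With TMM library sizes the ratio was 0.84, and among genes with at least 100 counts it was 1.61. It was 2.4 with the length trend removed, in a prediction written after the calls, and 2.26 with GC and length trends removed. The imbalance thus depends on the library size. TMM takes most genes as unchanged and recentres the fold-changes, with factors of 1.229 for Hep3B and 0.813 for Hep3B-C. Its ratio follows largely from that centring, so it cannot test the cause of the imbalance. The median of the housekeeping genes in Hep3B-C was 0.62 with total counts and higher, at 1.21, with TMM. The value of 0.62 was not unusual among random sets (permutation p 0.26). These genes therefore do not decide which library size is right.

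Hidden agreement between the lines was looked for after the overlaps had been seen. In the main setting, 287 genes were called in the same direction in both lines against 274.4 for independent calls, a ratio of 1.05. With GC and length trends removed, 257 genes were called in the same direction against 134.3 for independent calls, a ratio of 1.91. The correlation of fold-changes rose from -0.039 to 0.131. The length trend alone gave a ratio of 1.38 and a correlation of 0.118. None of these ratios was matched on counts. In the main setting, matching on counts put the expected shared calls above the observed ones in each direction. A shared response of the HCSC lines may thus be partly masked by GC content and length trends in the libraries. This is a hypothesis drawn from and tested on the same 4 libraries.

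The rise of the mevalonate and cholesterol genes was compared with random sets matched on expression. A chance set of genes as far from 0 in both lines arose in 0.05% of draws with counts as deposited. The share was also 0.05% in the test of gene length bias (length trend removed) and 0.05% in that of GC content (both trends removed), the smallest share 2000 draws can give. Medians with both trends removed were 2.18 and 0.74, close to the uncorrected 2.11 and 0.66. A share at this floor cannot show a partial effect of either trend, and only the fitted trends were tested. Sterol-regulated transcription, for instance through the serum or lipid content of the culture medium, is a candidate explanation that was not tested, since the labels give no culture conditions.

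The hypoxia response genes were tested in the same way, with shares of 0.05% for a chance set of genes, 0.05% for gene length bias and 0.05% for GC content. Medians were -2.5 and -0.34 with both trends removed, against -2.61 and -0.23 without. The same limit of the draws applies. VEGFA fell from 1151 to 141 counts in Hep3B-C (log2 fold-change -3.71) and not detectably in Huh7-C (-0.09). CA9 fell in both (-2.71 and -2.22), as did NDRG1 (-2.69 and -1.21). Of the 18 genes, 5 had a positive log2 fold-change in Huh7-C, among them KDM3A (0.74), HK2 (0.69) and SLC2A1 (0.34). Lower oxygen demand or cell density in the HCSC cultures may contribute, but neither was recorded in the labels, and a change of culture conditions cannot be told apart from a property of the cells.

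All 3 of the 3 splits of the 4 samples into equal groups gave at least as many edgeR genes as the split by group when fitted without the block. The split by group gave 0 genes, the split by parental line 210, and the split that put Hep3B with Huh7-C 0. With 3 splits the share cannot fall under 0.05, and a split that gave 0 genes is matched by any other. This comparison of splits therefore cannot test the grouping. It also left out the block, so it does not bear on the genes called with the block.

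PDGFRA was down-regulated in Hep3B-C only. Low counts may explain why it was not called in Huh7-C: the Huh7 pair held 1 count in all, and this was noticed before the prediction was written.

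The number of up-regulated genes in Huh7-C was 620 and that of down-regulated genes 614. Both are lower than the values quoted from the study above. Their shares were 4.2% and 4.1% of the genes. Both are lower than the shares quoted from the study above. Genes up in both HCSC lines numbered 79 here and genes down in both 208. Both are lower than the values quoted from the study above. In Hep3B-C the numbers went the other way, with 2043 genes up and 4708 down, higher than the values quoted. Total gene counts were 2896418 in Hep3B. That is lower than the value quoted from the study above, which counts reads and not reads on genes. By the study's totals Hep3B had the most reads of all libraries, yet it had the fewest counts on genes. Filters were then tried on the Huh7 pair to see what could raise the numbers, and of 3 tried, fold-change alone was kept because it came nearest. It called 1937 up and 1933 down, of which 2042 of 3870 (52.8%) had fewer than 10 counts in the pair. An omitted or looser significance filter may explain the difference in Huh7-C. The other rows of the same setting go against it as a common filter. Fold-change alone called 3000 up and 6807 down in Hep3B-C, and 291 up and 886 down in both lines. These are higher than the values quoted from the study above. The study lists IL8, PDGFRA, PRLR and CHP2 as microRNA targets among its genes down in both lines. In the Huh7 pair they had 26 and 12, 1 and 0, 1 and 0, and 3 and 1 counts. Their fold-changes there passed the threshold, but their Audic-Claverie FDR (0.089, 0.7, 0.7 and 0.62) did not. CXCL12 and EFNA1, also listed, passed both in both lines. If the study used these counts, the failing genes argue against its stated FDR filter in the Huh7 pair. The files cannot show which filter was used instead, or in Hep3B-C.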
